A study of Homo sapiens with 2 samples. Its data were reported in "Characterization of the mammalian miRNA turnover landscape" (2015).

How the data were processed

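Small RNA was sequenced from MCF7 cells, a human breast cancer line, that overexpressed miR-222 from a wild-type or a mutant construct. Each group held 1 library, so the series had 2 libraries and no replicates. Per the labels, RNA of 15 to 40 bases was purified from a gel, ligated to adapters at both ends, amplified over 18 PCR cycles and read on a HiSeq 2000 instrument.

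The deposited table gives whole read counts per distinct read sequence and hairpin. According to the methods of the study, the authors merged sequencing runs, removed adapters and aligned the reads without mismatches to miRBase hairpins with miRDeep2 and Bowtie, whose versions are not given in the sources used here. No genome was used at that step. The table also lists a separate hairpin for the mutant construct. It has 8794 lines for 7293 distinct sequences and 989 hairpin names, with reads of 16 to 47 bases, and a region label (5p, 3p, loop, flanking or unknown). A sequence that matched several hairpins, which held for 964 sequences, was listed with its full count under each. The last line names no hairpin and holds the column totals, 2240445 and 4541874. This unnamed line was 1.30 and 1.28 times the reads of the distinct sequences and stayed out of library sizes. The table had no other columns of per-sample values.

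Each sequence was counted once, which left 1728751 reads in the wild-type library and 3536318 in the mutant library. Of these, 1725239 (99.8%) and 3531920 (99.9%) lay in mature arms, and these totals scaled the counts to RPM (reads per 1000000 mature miRNA reads), as the study scaled its own data. Reads were placed on the hairpin sequences of GENCODE release 29 (GRCh38), and the arm was taken from the position of the read's midpoint. This was needed because 492 of the 605 hairpins with a single arm label carried the label 5p, and in 145 of those most reads lay in the 3p arm. In the 320 hairpins with both labels, 100% of the lines had the arm given by position. The mutant hairpin was rebuilt from the longest mutant 3p reads and the wild-type hairpin. Copies of a hairpin with the same dominant read were merged, which gave 1117 mature miRNAs. Reads shared by several of these made up 0.246% and 0.210% of the mature reads. An arm suffix was given to every miRNA, also where the usual name has none, as in miR-4286-5p.

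With 1 library per group no test between groups was made, and no p-value is given. Levels have exact Clopper-Pearson intervals at 95% confidence, and folds have the exact conditional binomial interval. A count of 0 was taken to allow up to 3 counts, which is 1.74 RPM in the wild-type library and 0.849 in the mutant library. A miRNA counted as measured at a mean of 5 RPM or more, the minimum stated by the study, which can also be read as 50 and was then tried as an alternative. This left 378 miRNAs, 376 of them outside the miR-222 hairpin. A size rule of at least 2-fold named a miRNA as higher or lower. Pearson and Spearman correlations across miRNAs used log2 of RPM plus 1.

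Lists of miRNAs were fixed before the data were examined. They were the cluster of miR-221 and miR-222, 7 fast-turnover strands that the study names in HDMYZ cells (a line in which it measured decay) and 5 strands that it names as stable, both without the strands of miR-222, the let-7 family, the miR-17-92 clusters, and p53-responsive and oestrogen-linked miRNAs. Marker lists for epithelial, haematopoietic, mesenchymal, pluripotent, and muscle, liver and neural cells were fixed with them. The median log2 fold of a list was set as a percentile among 10000 random lists of the same size, matched on mean expression in 10 bins. The random lists drew single miRNAs, so they did not keep arms of a hairpin or members of a cluster together. The interval of a list's median came from 2000 Poisson draws of the counts. The same was done for the less and the more abundant arm of hairpins with both arms measured and for arms by first base.

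The rule for named miRNAs, also fixed before, took every arm of miR-222 and miR-221, the 10 with the largest fold in each direction at 50 RPM or more, the 10 most abundant, up to 4 members of each list by mean level, and the 5 hairpins with the largest difference of arm ratio in each direction with both arms at 50 RPM or more. It gave 63 miRNAs. Others are named where a count is small or a member stands out, after their values were seen.

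The alternatives were scaling without the miR-222 arms, TMM factors from edgeR 4.0.16 (1.19 and 0.841), size factors from DESeq2 1.42.0 (0.837 and 1.20), a minimum of 50 RPM or none, size rules of 1.5-fold and 3-fold, counts summed over precursors, the most abundant isoform only, only the 3p sequence of each library's own construct, reads of at least 20 bases, unmatched random lists, and a pseudocount of 0.5. The steps were tested on simulated data, in which 371 miRNAs passed the minimum and a seeded set differed between simulated mutant and wild-type libraries. The size rule called 7.35% of those with a true fold of 1.5, 100% of those with a fold of 3, 98.4% of those with a fold of 4 and 2.22% of the unchanged ones. The fold interval covered the true fold for 93.5% of the miRNAs. The simulated counts carried Poisson counting error only. These rates therefore leave out variation between cultures or library preparations and a library-wide shift of the kind found here. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and R 4.3.3 were used. Reads whose region the table left unknown, 0.158% and 0.0950% of the reads, and non-templated additions, which alignment without mismatches removes, were left out.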

Results

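Small RNA reads were compared between MCF7 cells with a wild-type and with a mutant miR-222 construct, 1 library each. The wild-type library held 1725239 reads of mature miRNAs and the mutant library 3531920. The miRNA with most reads, miR-21-5p, a miRNA with many tumour suppressor targets, took 30.2% and 48.0% of them, and the 10 most abundant took 67.0% and 74.0%. Intervals below are at 95% confidence and describe counting error only. They treat reads as independent, which PCR reads without molecular identifiers are not, so they may be too narrow. No difference has a replicate check.

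The first comparison asked which products of the hairpin each library held. miR-222-5p and the loop of the hairpin have the same sequence in both constructs and in the cells' own gene. Their reads therefore cannot be assigned to a source. In the wild-type library miR-222-3p, the strand that regulates targets such as CDKN1B, reached 101438 RPM (reads per 1000000 mature miRNA reads, interval 100987 to 101889) and was 10.1% of all mature reads. In the mutant library it reached 6707 (6622 to 6793), 15.1-fold lower, a log2 fold of -3.92 (-3.94 to -3.90). The opposite strand, miR-222-5p, which the study calls miR-222*, had 61 reads or 35.4 RPM (27.0 to 45.4) in the wild-type library. It had 173 reads or 49.0 RPM (42.0 to 56.8) in the mutant library, 1.39-fold higher, a log2 fold of 0.47 (0.04 to 0.92). Its log2 fold was 0.93 relative to the median of the other miRNAs, and -0.35 when only the most abundant isoform of each library was counted. The neighbouring miR-221-3p, with the same seed, stood at 609 RPM (572 to 647) and 647 (620 to 674), and miR-221-5p had no reads.

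The hairpin gene MIR222 (ENSG00000207725.3) lies on chromosome X from 45747015 to 45747124 on the minus strand (GRCh38), in the lincRNA gene MIR222HG and outside its annotated exons. The mutant 3p reads differed from the wild-type ones by G20T, T21A and C22A, with positions counted from 1 at the 5′ end of miR-222-3p. The most abundant wild-type 3p read, AGCTACATCTGGCTACTGGGTCT, lies at 45747034 to 45747056. Reads that reach position 20 tell the constructs apart. In the mutant library 20787 reads had the mutant sequence (87.8% of its miR-222-3p, 5885 RPM) and 2515 had the wild-type sequence (10.6%, 712 RPM). In the wild-type library 173234 reads had the wild-type sequence and 35 the mutant sequence (20.3 RPM, 14.1 to 28.2). Shorter reads that match either hairpin numbered 1735 and 386.

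**Figure D1:**
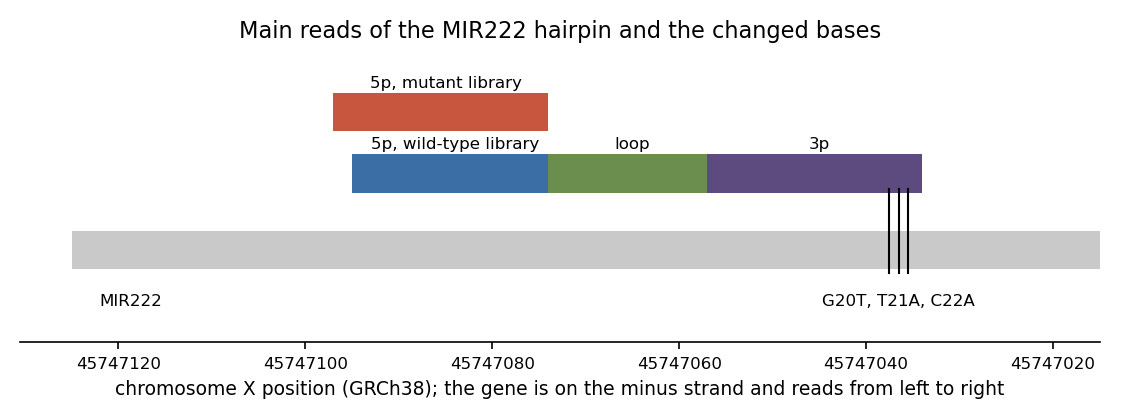
Map of the MIR222 gene on chromosome X (GRCh38), with the most abundant 5p read of each library, the loop and the 3p read as boxes and the 3 changed bases as lines. All changed bases lie in the 3p arm, and the main 5p read ends its genomic span at 45747094 in the wild-type library and 45747096 in the mutant library.

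**Figure D2:**
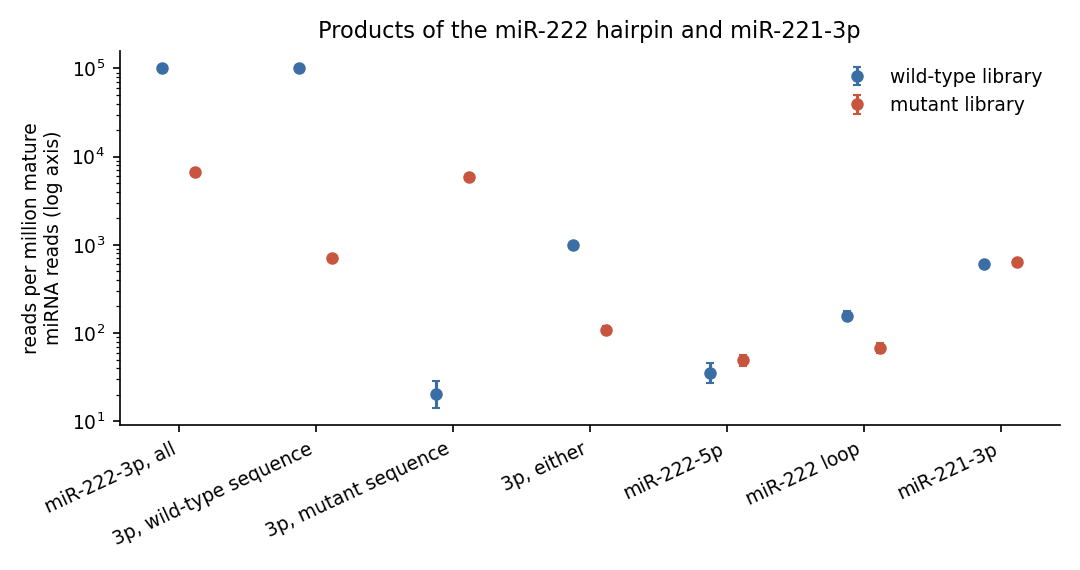
RPM (log axis) of each product of the miR-222 hairpin and of miR-221-3p in the 2 libraries; points are single libraries and bars 95% Clopper-Pearson intervals. miR-222-3p stands at 101438 in the wild-type and 6707 in the mutant library, miR-222-5p at 35.4 and 49.0.

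The balance of the strands was the reason for the mutation, so the 5p to 3p ratio was set beside that of other hairpins. The ratio was 0.000349 in the wild-type library and 0.00730 in the mutant library, 21.0-fold higher (15.6 to 28.5), a log2 difference of 4.39 (3.96 to 4.84). There were 2869 reads of miR-222-3p per read of miR-222-5p in the wild-type library and 137 in the mutant library. Among 118 other hairpins with both arms measured, the differences ran from -1.06 for miR-101-1 to 2.15 for miR-545, with a median of 0.12, and miR-222 lay above all of them. With both arms at 50 RPM or more, where 49 other hairpins remained, the ratio was lower in the mutant library for miR-33b (-1.02), miR-99b (-0.73), miR-32 (-0.69), miR-374a (-0.66) and miR-92a-1 (-0.66). It was higher for miR-193a (1.18), miR-193b (1.16), let-7a-1 (1.04), miR-21 (0.98) and miR-22 (0.90).

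**Figure D3:**
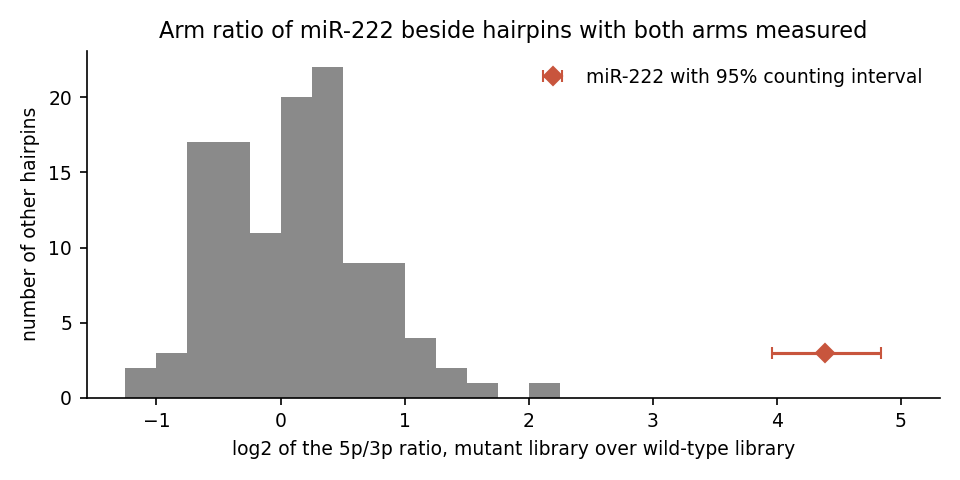
Histogram of the log2 difference in the 5p to 3p ratio, mutant over wild-type library, for 118 other hairpins, with miR-222 as a diamond and its 95% counting interval as a bar (its height has no meaning). miR-222 lies at 4.39 and the highest other hairpin at 2.15.

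The loop of the hairpin, released by Dicer and short-lived, gave a further product. It had 271 reads or 157 RPM in the wild-type library and 238 reads or 67.4 in the mutant library, 2.33-fold lower (1.95 to 2.79). Per loop read there were 0.225 reads of miR-222-5p in the wild-type library and 0.727 in the mutant library, 3.23-fold higher (2.27 to 4.62). Per loop read there were 646 reads of miR-222-3p in the wild-type library and 99.5 in the mutant library, 6.49-fold lower (5.43 to 7.76). The loop reads had 16 or 17 bases, and the shortest read in the table had 16. Reads this short can be lost, so the loop values also depend on their recovery in each library.

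The study addressed whether the mutation moved the cleavage sites, and cited isoforms of miR-222-3p for it. Here the read ends of both strands were compared. The main start of miR-222-3p was shared: 99.5% of wild-type-sequence reads in the wild-type library and 91.2% of mutant-sequence reads in the mutant library began there. Mutant-sequence reads that began 1 or 2 bases upstream made up 8.48% (8.10 to 8.86), against 0.0571% (0.0464 to 0.0696) of the wild-type-sequence reads in the wild-type library and 0.0398% (0.00101 to 0.221) of those in the mutant library. The 23-base read from the main start was the most abundant form in each, at 58.1% of wild-type-sequence reads in the wild-type library and 42.6% (42.0 to 43.3) of mutant-sequence reads. Reads of 20 bases from the main start were 0.610% and 6.92% of the same classes, and reads of 24 bases from the main start 22.5% and 21.9%, all out of the reads of every start.

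For miR-222-5p, whose sequence the mutation left as it was, the main start differed by 2 bases. The read CTCAGTAGCCAGTGTAGATCC led in the wild-type library with 38 of 61 reads (62.3%, 49.0 to 74.4). The longer GGCTCAGTAGCCAGTGTAGATCC led in the mutant library with 61 of 173 reads (35.3%, 28.2 to 42.9). Starts at position 29 of the hairpin made up 27.9% (17.1 to 40.8) in the wild-type library and 70.5% (63.1 to 77.2) in the mutant library. Starts at position 31 made up 65.6% (52.3 to 77.3) and 4.05% (1.64 to 8.16). Starts at position 30 made up 23.7% in the mutant library, with 0 of 61 reads in the wild-type library, which allows up to 4.92%. With the main start of each miRNA taken from both libraries together, which is position 29 for miR-222-5p, its share was 42.7 percentage points higher in the mutant library. This was above all 376 other miRNAs, whose highest was 24.1 points for miR-365b-5p. The main end of miR-222-5p, position 51, made up 83.6% (71.9 to 91.8) in the wild-type library and 45.1% (37.5 to 52.8) in the mutant library. Ends at position 50 made up 8.20% and 26.6%, and ends at position 52 1.64% and 18.5%. The change of the main end, -38.5 points, was below all 376 other miRNAs, whose lowest was -38.0 for miR-545-5p. In the other direction miR-144-3p moved farther, by 41.9 points. By the size of the difference over all end positions, miR-222-5p was at percentile 98.7 among the 376. For miR-222-3p the upstream share was 7.60 points higher, which was second among the miRNAs at 50 RPM or more to miR-296-3p with 7.72 and at percentile 95.7 among all 376.

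**Figure D4:**
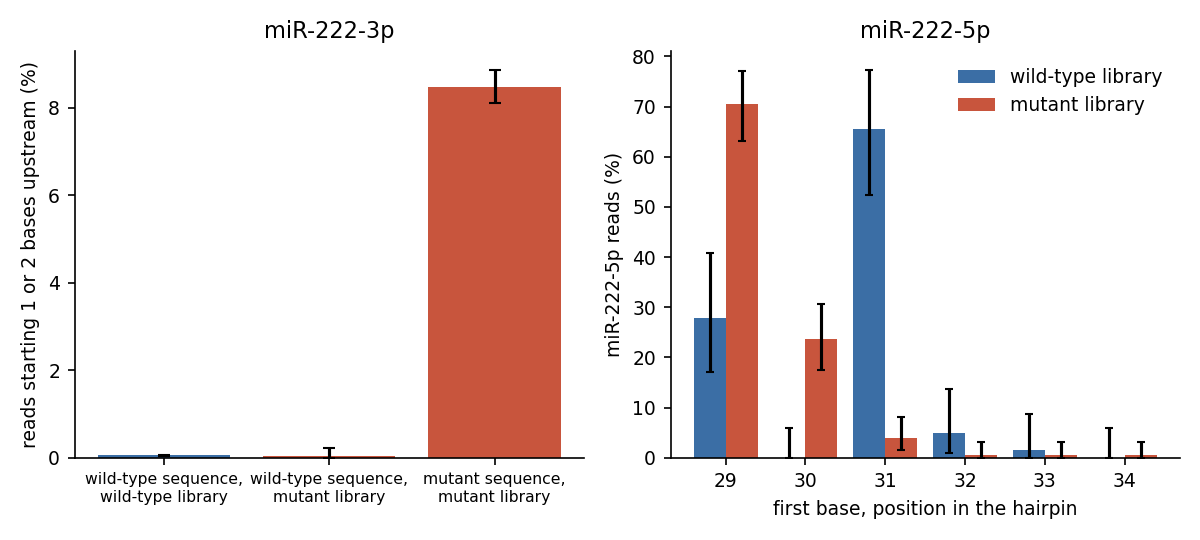
Left, percent of miR-222-3p reads that begin 1 or 2 bases upstream of the main start, by sequence and library; right, percent of miR-222-5p reads by first base in the hairpin. Bars are shares within 1 library with 95% Clopper-Pearson intervals; mutant-sequence 3p reads reach 8.48%, and 5p starts at position 29 reach 27.9% and 70.5%.

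The second comparison describes how the other miRNAs of the cells stood in the 2 libraries. Across 378 miRNAs, which are not independent replicates, the libraries had a Pearson r of 0.988 and a Spearman rho of 0.981. Of 376 miRNAs outside the hairpin, 3 were at least 2-fold higher in the mutant library and 47 at least 2-fold lower. The 3 higher ones were miR-142-3p (13 and 128 reads, 4.81-fold), miR-142-5p (38 and 219 reads, 2.82-fold) and miR-223-3p (45 and 211 reads, 2.29-fold), all abundant in blood cells. The lowest at 50 RPM or more were miR-4286-5p (3.33-fold lower), miR-99a-5p (2.93-fold), miR-342-3p (2.73-fold), which is linked to oestrogen receptor expression, and miR-489-3p (2.71-fold). They were followed by miR-193a-3p (2.46-fold), miR-193b-3p (2.39-fold), miR-653-5p (2.34-fold), miR-99b-5p (2.28-fold), miR-125a-5p (2.28-fold) and miR-151a-5p (2.21-fold).

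The median of all 376 log2 folds was -0.46, with 325 below 0 and 51 above. Reads outside miR-21-5p and miR-222-3p made up 59.7% of the wild-type library and 51.4% of the mutant library. TMM scaling moved the median by 0.50 to 0.05, and the split became 8 higher and 8 lower. With DESeq2 size factors it was 9 higher and 7 lower. The 3 higher miRNAs remained under both, and 8 and 7 of the 47 lower ones remained. The differences of the lists and single miRNAs below are therefore given relative to this median. On that scale 8 miRNAs were at least 2-fold higher and 10 at least 2-fold lower. Of the lower miRNAs named above, miR-4286-5p (-1.28) and miR-99a-5p (-1.10) were still at least 2-fold lower. The others, from miR-342-3p (-0.99) to miR-151a-5p (-0.69), were not.

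Among the abundant miRNAs, miR-21-5p was the farthest above the median (relative log2 of 1.13, 301795 and 479702 RPM). It was followed by let-7a-5p (0.76), let-7f-5p (0.68), let-7i-5p (0.34), let-7b-5p (0.30) and miR-16-5p (0.24), a miRNA that restrains the cell cycle. Below it lay miR-26a-5p (-0.15), miR-141-3p (-0.17) and miR-27a-3p (-0.16). At 50 RPM or more, the other miRNAs farthest above it were miR-18a-5p (0.91), miR-28-5p (0.90), miR-503-5p (0.85), miR-22-5p (0.84), miR-135b-5p (0.81), miR-196a-5p (0.80), miR-3187-3p (0.75) and miR-32-3p (0.72).

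**Figure D5:**
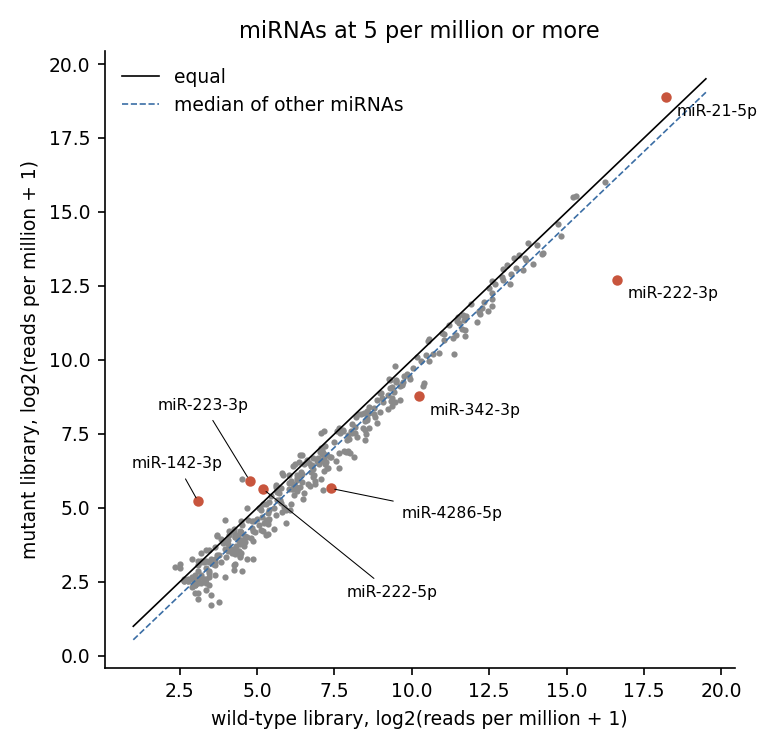
Each point is a miRNA at a mean of 5 RPM or more, by log2 of its RPM plus 1 in the wild-type (x) and mutant (y) library; the solid line marks equal values and the dashed line the median difference of -0.46. miR-222-3p lies far below both lines, at 101438 and 6707 RPM.

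The let-7 family, whose members restrain RAS and HMGA2, had a median relative log2 of 0.54 (0.51 to 0.56), percentile 98.3 among matched random lists and 95.7 at a minimum of 50 RPM, with 8 of 9 members above the overall median and let-7c-5p (-0.10) below it. The miR-17-92 clusters, which favour proliferation, had 0.42 (0.36 to 0.51), percentile 99.1, and all 10 measured members lay above the median, among them miR-92a-3p (0.60), miR-25-3p (0.55), miR-93-5p (0.13) and miR-106b-5p (0.10). The haematopoietic markers had 1.02 (0.73 to 1.55), and none of the 10000 random lists reached their median. Of its 9 members 6 were measured, among them both arms of the miR-142 hairpin, which random lists of single miRNAs need not pair. miR-142-3p (2.72), miR-142-5p (1.95) and miR-223-3p (1.65) stood apart from miR-144-3p (0.39), miR-451a-5p (0.09) and miR-486-5p (-0.02). The highest level among them was 62.0 RPM, for miR-142-5p in the mutant library.

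The epithelial markers, which MCF7 cells express, had a median relative log2 of 0.05 (0.01 to 0.08), percentile 35.6. Of the miR-200 family, which represses ZEB1 and ZEB2, miR-429-3p (0.55), miR-200b-3p (0.40), miR-200a-3p (0.34) and miR-200c-3p (0.24) lay above the median and miR-141-3p below it. On this list miR-342-3p (-0.99) and miR-183-5p (-0.68) were the members at least 2-fold lower before the median was taken off. The oestrogen-linked list had -0.12 (-0.14 to -0.11), percentile 8.22, and ran from miR-190b-5p (-0.72) over miR-425-5p (-0.33) and miR-191-5p (-0.09) to miR-21-5p. The p53-responsive list had 0.13 (-0.13 to 0.41), percentile 64.7, with miR-34a-5p (0.43), miR-194-2-5p (0.13) and miR-192-5p (-0.17). The muscle, liver and neural list had 0.08 (-0.08 to 0.25), percentile 55.2, from its 2 measured members miR-9-5p and miR-128-3p. From reads with a region label the mesenchymal and pluripotent lists had 0 measured members, with highest levels of 4.06 and 1.16 RPM. Reads of unknown region, which were left out, placed 1 mesenchymal marker above the minimum: those at the position of miR-199a-3p/199b-3p numbered 53 and 76, or 30.7 and 21.5 RPM. The 3 measured strands of the cluster of miR-221 and miR-222 had a median of 0.54 (0.44 to 0.65), percentile 95.8, which is the value of miR-221-3p. At a minimum of 50 RPM, where miR-222-5p drops out, it was -1.52.

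The listed fast-turnover strands, which leave out miR-222-5p, had a median relative log2 of 0.11 (-0.02 to 0.37), percentile 67.9, with 4 of 7 measured. These were miR-32-3p (0.72), miR-21-3p (0.14), miR-92a-1-5p (-0.05) and miR-4521-5p (0.07), which the study proposes may not be a real miRNA. The 5 listed stable strands, which leave out miR-222-3p and of which 3 are opposite strands of those above, had 0.17 (0.12 to 0.22), percentile 60.3. Across hairpins with both arms measured, the 118 less abundant arms had -0.12 (-0.16 to -0.02), percentile 1.73, and the 114 more abundant arms 0.09 (0.04 to 0.13), percentile 56.6. At a minimum of 50 RPM the less abundant arms were at percentile 44.7. By first base, the medians were 0.03 for A (percentile 76.2), 0.02 for C (70.3), -0.20 for G (9.78, 22 miRNAs) and -0.0014 for T (26.8).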

Values the study reported

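The study measured both strands of miR-222 by quantitative PCR in MCF7 cells with each construct. It reported a 14-fold increase of miR-222* relative to miR-222-3p with the mutant construct, from more miR-222* and less miR-222-3p. After transcription was blocked, it found miR-222* from the mutant construct significantly more stable, with no major effect on how stable miR-222-3p was. The study also describes the endogenous miR-222 of MCF7 cells as low. From the sequencing it reported no major difference in Drosha or Dicer cleavage sites between the constructs. The panels it cites for this show the most abundant isoforms of wild-type and mutant miR-222-3p, and none of miR-222*. The read ends of miR-222* given above are therefore outside what those panels show.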

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

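All tests of explanations in this part were chosen after the results they bear on had been seen. Apart from the loop of miR-222, reads outside the mature arms, or of unknown region, were not part of the comparisons. Several exceeded what a count of 0 allows. By position, reads of unknown region held miR-151a-3p, with 1055 reads in the wild-type and 1465 in the mutant library. Scaled for depth these were 612 and 415 RPM, a log2 fold of -0.56. They also held miR-365a-3p/365b-3p, with 1085 and 1066 reads, or 629 and 302 RPM, a log2 fold of -1.06. Reads that flank the 5p arm of miR-222 numbered 14 and 5, and all ended at position 28 of the hairpin, next to the start at position 29 of the longer miR-222-5p. Reads labelled as flanking the 3p arm numbered 8 in the wild-type and 0 in the mutant library.

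Mutant-sequence reads of miR-222-3p began upstream of the main start in 8.48%. Over all miR-222-3p reads the upstream share was 7.60 points higher. A library-wide difference of that size is argued against by the other miRNAs, since 0.474% of them (1 of 211 at 50 RPM or more) rose as much. A smaller one is not excluded by this count, as 16 of them rose by at least 1 point. Wild-type-sequence reads of miR-222-3p in the mutant library began upstream in 0.0398% (1 of 2515). An earlier cut between loop and 3p arm could leave a shorter loop. In the wild-type library 1.11% of loop reads (3 of 271) ended 1 base early. In the mutant library 1.68% did (4 of 238, 0.460 to 4.25), below the 7.19% of mutant-sequence 3p reads that began 1 base upstream. This does not decide it, because such a loop read has 16 bases, the shortest length in the table, where reads can be lost. The effect of the mutation on the hairpin's structure, the biological explanation in the design, stays open and untested.

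The mutant library held 2515 reads of wild-type miR-222-3p. Misassigned reads of the wild-type library would carry its length profile, and 23-base reads from the main start made up 47.9% (45.9 to 49.9) of them against 58.1% (57.8 to 58.3) there, which argues against this as the whole source. The reverse exchange, 35 mutant-sequence reads in the wild-type library, would give 292 reads at the same rate. Expression from the cells' own MIR222 gene may account for them, at 1.10 times (1.04 to 1.17) the level of miR-221-3p from the same cluster, but no library without a construct was analysed here to decide it. RNA mixed before library preparation also stays open, since the 3p ends differed between libraries by a distance of 10.0 points, percentile 80.1 among 211 other miRNAs.

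miR-142-3p, miR-142-5p and miR-223-3p were higher in the mutant library, with a highest level of 62.0 RPM. RNA from erythroid cells would raise miR-486-5p, miR-451a and miR-144-3p, whose median log2 fold before the median of all miRNAs is taken off was -0.37 (0.09 after), with a highest upper bound of 0.80, below the 1.20 of miR-223-3p (1.65 after), although miR-144-5p, below the minimum, had 1 and 15 reads. RNA from lymphoid cells would bring miR-150-5p, miR-155-5p and miR-146a-5p, which had 0 reads in the mutant library and so at most 0.849 RPM. The lymphoid value argues against that source. The erythroid folds argue against theirs less firmly, because miR-144-5p went the other way. The erythroid markers also had reads in the wild-type library, from 6.96 RPM for miR-451a-5p to 52.2 for miR-486-5p. There miR-142-3p had 7.54, so the same added RNA would raise miR-486-5p by a smaller fold. Myeloid cells, another library handled at the same time and a difference between the cultures may each account for it, and none was tested.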

How the results depend on the processing

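No paired analysis was possible because each group has 1 library. Scaling relative to the median, placing reads of unknown region and using unshared sequences only were chosen after the data were seen. Of 143 alternatives for the main results, 98 stayed within the counting interval or within 1.5 times the count, 42 moved further and 3 reversed. Of the 61 named miRNAs outside miR-222, 25 changed sign under at least 1 of 3 scalings (3 without the miR-222 arms, 21 with TMM and 22 with DESeq2), and none of those at least 2-fold apart did. Of their 183 values, 35 stayed within the interval.

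The log2 fold of miR-222-3p ran from -4.54 (most abundant isoform) over -4.08 (own construct only), -4.06 (total without the miR-222 arms), -3.46 (relative to the median) and -3.42 (TMM) to -3.40 (DESeq2). That of miR-222-5p was 0.93, 0.97 and 0.99 in the last 3 and reversed to -0.35 with the most abundant isoform, which differs between the libraries. The ratio difference stayed within its interval in every alternative run, from 4.19 to 4.55. The main value was at percentile 100 among the other hairpins under both other minimums. At 50 RPM this is no check of miR-222 itself, since miR-222-5p, with a mean of 42.2 RPM, does not pass that minimum. The median of all miRNAs was -0.61 without the miR-222 arms and reversed to 0.0464 (TMM) and 0.0704 (DESeq2), since these methods centre the typical miRNA.

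Counts of higher and lower miRNAs were 3 and 77 without the miR-222 arms (96.3% lower against 94.0%), 8 and 8 with TMM, 9 and 7 with DESeq2 (43.8% lower), 0 and 19 at 50 RPM, 21 and 106 without a minimum, 7 and 146 at 1.5-fold and 1 and 6 at 3-fold. Pearson r was 0.984 at both other minimums and rho 0.973 at 50 RPM and 0.835 without a minimum, where miRNAs with few reads enter.

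At 50 RPM 1 list lay outside the middle 95% of random lists, the miR-17-92 clusters, instead of 3. The let-7 family was at 0.48 there and 0.50 without a minimum, the cluster of miR-221 and miR-222 at -1.52 with miR-222-5p left out, the stable strands at 0.33, the epithelial list at -0.0083, and the oestrogen-linked list at -0.15 and -0.16. No haematopoietic marker was measured at 50 RPM. Of the arm groups, 0 lay outside without the miR-222 arms, 0 at 50 RPM and 0 without a minimum, instead of 1. The more abundant arms were at 0.0345 at 50 RPM, and first base A at -0.014 without a minimum. With reads of at least 20 bases the main form made up 58.1% and 43.2% of all miR-222-3p reads, of either sequence. With reads of every length these shares were 57.5% and 42.5%. Causes not named here were not tested. The miR-222-5p values rest on 61 and 173 reads.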

Other observations

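The groupings in this part were chosen after the values were seen, and no test was made of them. Relative to the median of all miRNAs, miR-193a-3p and miR-193b-3p, which share a seed, stood at a log2 of -0.84 and -0.80, while their opposite strands miR-193a-5p and miR-193b-5p stood at 0.34 and 0.36. The miR-183 cluster, made from 1 primary transcript, stood at -0.68 for miR-183-5p, -0.44 for miR-96-5p and -0.05 for miR-182-5p.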
